A study of Mus musculus with 4 samples. Its data were reported in "Expansion on Stromal Cells Preserves the Undifferentiated State of Human Hematopoietic Stem Cells Despite Compromised Reconstitution Ability" (2013).

How the data were processed

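Total RNA of the irradiated mouse stromal lines OP9M2 and BFC012 was measured on 4 Affymetrix mouse expression arrays, 2 per line, which the labels describe as biological replicates. According to the labels, both lines were irradiated with 2000 rad and plated at 25000 cells per square centimetre 48 hours before harvest, and the methods of the study state that the RNA was amplified with an Ambion kit. OP9M2 was grown in medium with 20% serum and BFC012 in medium with 10%, so serum and line cannot be told apart here.

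The deposited values were intensities, 1 per probe set and array, for which the authors named RMA and the affy package. The study named Bioconductor 2.7 for its computations, and the versions and settings of RMA and affy themselves are not given in the sources used here. The deposited values were larger than RMA intensities can be: 6.31% to 6.57% of the values of an array were above 65535, the largest value of the scanner, and they reached 2958710. Their natural logarithms lay between 2.06 and 14.9, the range of RMA values on the log2 scale, and the natural logarithm of the 18 hybridization control probe sets rose by 0.881 per doubling of the spiked amount, against 1.27 for log2 of the deposited values. The natural logarithm of the deposited value was therefore read as the RMA log2 value and is called the log2 value here. The base used by the authors was not stated, and the chosen design had assumed log2 of linear values. With log2 of the deposited values every difference would be larger by a factor of 1.44 with the same adjusted p, and this was run as an alternative. All folds are 2 raised to the difference on the scale used here. The deposited medians were 441 and 451 in OP9M2 replicates 1 and 2, and 450 and 431 in BFC012 replicates 1 and 2.

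The arrays held 45101 probe sets, of which 64 array controls were left out, so that 45037 were tested. In the array annotation used here 34945 of these named 1 gene, 932 named several and 9160 named none; probe sets with several genes were used without a name. For 34741 of the probe sets with 1 gene the gene identifier was found in the mouse reference gene table, from which current symbols and gene order were taken, and for 204 it was not. The 18193 genes were each represented by the probe set with the highest mean over the 4 arrays among those naming that gene alone, with the adjusted p of the fit over all probe sets. Of the 625 called genes with several probe sets, 2 (Prdx2 and H2-D1) had probe sets called in both directions.

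Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 arrays against 2, with no covariate), with Benjamini-Hochberg adjustment over the 45037 probe sets. A probe set was called at an adjusted p under 0.05 and a difference of at least 1 log2 unit, which is a 2-fold change, after the false discovery rate and fold named in the methods of the study. The test had 2 residual and 2.50 prior degrees of freedom, and every test counted both directions. The number of arrays limits the precision. In data simulated for this comparison over 45037 probe sets, with 50 changed probe sets per size, the test recovered 0% of the 2-fold, 32% of the 4-fold, 64% of the 8-fold and 68% of the 16-fold changes with 1 false call. Far fewer probe sets were changed there than were called in the data, and the adjusted p depends on that number. These rates therefore do not give the recovery in the data. In data simulated with the fitted differences of the 2008 called probe sets, 1487 of them (74.1%) were recovered with 38 false calls. Those differences had already been selected by the call, so this figure may be too high. Values are given as the log2 difference OP9M2 minus BFC012 ± SE.

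The background level was the 95th percentile of 81 probe sets of olfactory, vomeronasal and trace amine receptor genes over the 4 arrays, 6.09 log2 units. It was used because the value table holds no detection calls. On each array 49.6% to 50.3% of the probe sets were above it. Where both arrays of a line were at or below this level, any fold printed is at least the brighter mean over the background level, and a log2 difference printed without a fold is as measured and may rest on values below background.

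Before the data were examined, 39 gene lists with 941 entries were fixed, of which 847 were measured; some genes stand in more than 1 list. For each list the called genes were counted, over all probe sets and adjusted over the list alone, and the list was compared with all other genes with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 39 lists. On simulated values camera called 2% of 200 random lists at an unadjusted p under 0.05. The estimated correlation of the fixed lists lay between -0.074 (neural crest and glial genes) and 0.897 (cell cycle genes). Random lists do not stand for lists whose genes vary together, so this check does not show that the preset correlation suits those. With an estimated correlation and 2 residual degrees of freedom, camera called 0 of the 39 lists. Named genes were fixed in the same way by a rule: the 10 genes with the largest difference in each direction among called genes whose higher line was above background; the genes Kitl, Cxcl12, Angpt1, Igfbp2, Fgf2, Csf1, Dlk1, Jag1, Dll1, Vcam1, Il7, Pparg and Sox9 whatever their call; and for each list up to 4 called members with the largest difference, or up to 2 members where none was called. Csf1 was included as a check of the origin of the OP9 line. Thpo, Flt3l and Runx2 were on the fixed list too and were not analysed here, since no probe set named them alone in the annotation used. The rule gave 123 genes. Other genes are named only where few members of a list passed, or in the closing section, and were chosen after their values were seen.

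The alternatives fixed beforehand were the replicate number as a block, each array left out in turn, a further quantile normalization, arrays shifted to one median, only probe sets above background, values under background raised to it, eBayes with trend and robust settings, no probe sets with the suffix _s_at or _x_at, the mean of a gene's probe sets, no minimum fold, treat against a 1.5-fold change, and camera with an estimated correlation. Log2 of the deposited values, estimated array weights and a crossed replicate block were added after the data had been seen. The poly-A controls, bacterial transcripts spiked into RNA before labelling, were above background on 18 of 24 probe sets on OP9M2 replicate 1, 13 on BFC012 replicate 1, 12 on BFC012 replicate 2 and 0 on OP9M2 replicate 2. The array of OP9M2 replicate 2 was therefore treated as a batch of its own, which holds 1 line only. The fit without this array has the same differences as a fit with this batch as a term and is given as the value within the batch of the other 3 arrays. There the single OP9M2 array is assumed to vary like the BFC012 pair. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.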

Results

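Gene expression was compared between a pair of mouse stromal cell lines that differ in how they sustain human blood progenitors in co-culture. OP9M2 is a clonal mesenchymal stem cell line derived from OP9 stroma and is the supportive line. BFC012 is a fibroblast line from fetal liver and is the non-supportive line. The comparison addressed the cellular identity of OP9M2 and the means by which it supports hematopoietic cells. Each line was represented by 2 arrays. The arrays of BFC012 were closer to each other (Pearson r = 0.994 across probe sets, 291 probe sets at least 1 log2 unit apart) than those of OP9M2 (r = 0.980, 2842 probe sets), and arrays of different lines had r between 0.941 and 0.954. Genes are not independent replicates, so these r values describe the arrays only.

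Single genes of fat, cartilage and matrix were among the largest differences towards OP9M2, and single genes of Wnt signalling, growth arrest and mesothelium among those towards BFC012. Genes are named here by log2 difference, and where a line was below background the order among them is not settled. Towards OP9M2 these were Fabp4, the fatty acid binding protein of adipocytes (8.81 ± 0.24, at least 157-fold, adjusted p = 0.00111), and Col1a2, a chain of type I collagen (8.07 ± 0.14, 268-fold). The BFC012 mean of Col1a2 was 6.13, close to the background level, so its fold is uncertain. S1pr3, a receptor for sphingosine 1-phosphate, differed by 7.98 ± 0.31, the membrane peptidase Mme by 7.56 ± 0.21, and Angpt1, a ligand of the Tie2 receptor made by niche stroma, by 7.15 ± 0.84 (at least 42.4-fold, adjusted p = 0.0229). Sncg (6.92), the lipase Lpl (6.91), the lipid droplet protein Plin4 (6.91), the cartilage collagen Col2a1 (6.82, at least 81.5-fold) and the gelatinase Mmp2 (6.81, at least 92.6-fold) completed the 10. Towards BFC012 they were the retinaldehyde dehydrogenase Aldh1a1 (-9.22 ± 0.40, at least 160-fold, adjusted p = 0.00213), the Wnt modulator Sfrp2 (-9.08 ± 0.13), the alarmin Il33 (-9.02 ± 0.37) and the secreted factor Ndnf (-8.98 ± 0.17). They were followed by Cdkn2a, which encodes p16 and p19Arf proteins that hold back the cell cycle (-8.61 ± 0.16, at least 105-fold), Tenm3 (-8.28), Gpm6a (-8.28), the surface antigen Cd24a (-8.13, at least 178-fold), the p53 effector Perp (-8.07) and Frmd4b (-7.77). None of the 10 genes in this group was above background on an OP9M2 array.

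With limma, 810 probe sets were higher and 1198 lower in OP9M2 out of 45037 (4.46% called). By gene, 429 were higher and 647 lower out of 18193, and the median difference over all genes was 0.032. In 432 of the 1076 called genes the lower line was not above background, and in 25 neither line was. Within the batch of the 3 arrays that carried poly-A controls, which holds a single OP9M2 array, 1177 genes were higher and 1139 lower, and 420 and 633 of these were among the genes called with all arrays. OP9M2 replicate 2 alone was treated as the other batch, which holds samples of 1 line only, although the labels name no batch. Without OP9M2 replicate 1 the counts were 688 and 984. Without BFC012 replicate 1 or without BFC012 replicate 2, where the spread comes from the OP9M2 pair alone, limma called 0 probe sets in either direction, with 4568 and 4517 probe sets at an unadjusted p under 0.05 and smallest adjusted p of 0.0826 and 0.0903.

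**Figure D1:**
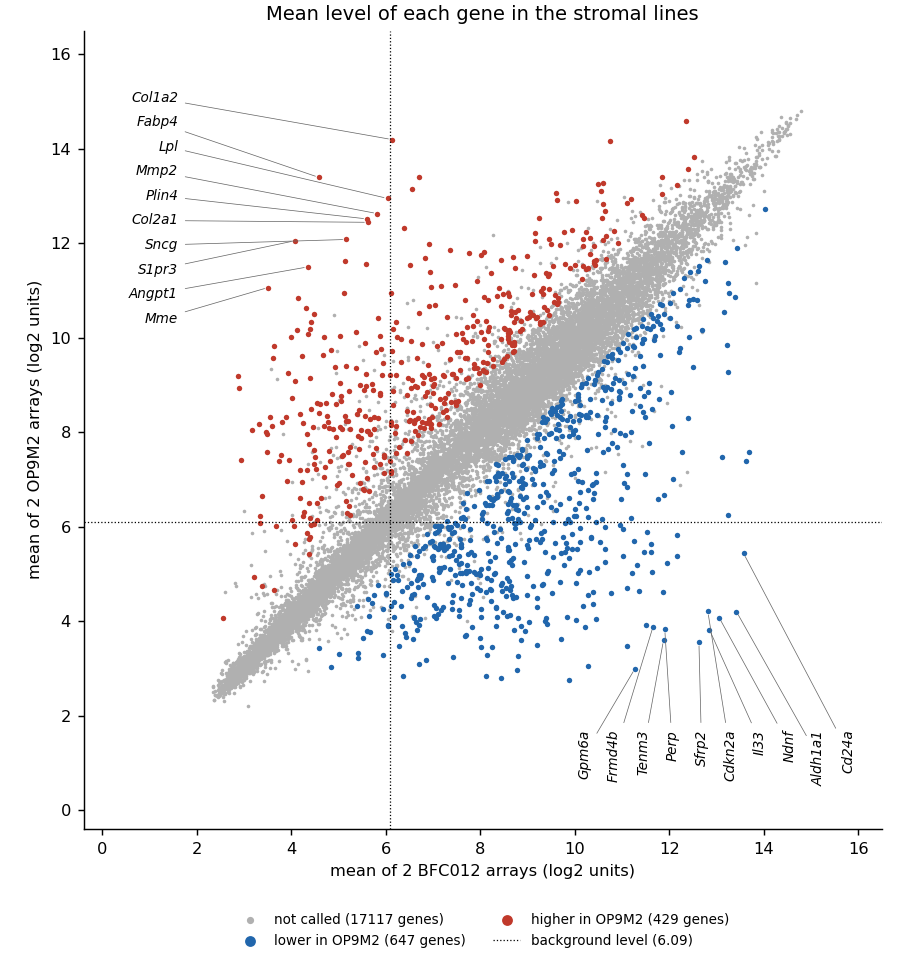
Mean of the 2 OP9M2 arrays (vertical axis, log2 units) against the mean of the 2 BFC012 arrays (horizontal axis, log2 units) for 18193 genes, with 429 genes called higher in OP9M2 in red, 647 called lower in blue and the others in grey; the dotted lines mark the background level of 6.09 log2 units. The 20 labelled genes lie far from the diagonal, and 19 of them have a mean below the background level in the line with less.

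Factors that stroma is known to offer to hematopoietic stem cells went in both directions. Of 28 measured HSC-supportive factors, 4 were higher in OP9M2, 3 were lower and 21 were not called (4 higher and 5 lower adjusted over the list alone). Higher were Angpt1 as above, the lymphoid cytokine Il7 (3.63 ± 0.39, at least 3.62-fold, adjusted p = 0.0178), Angptl4 (3.20 ± 0.17) and Kitl, which encodes stem cell factor (2.04 ± 0.24, 4.12-fold, adjusted p = 0.0229). All 4 probe sets of Kitl were called higher, with differences between 2.04 and 3.29. Lower were Igfbp2, a binding protein of insulin-like growth factors known to expand stem cells (-5.74 ± 0.46, at least 18.2-fold, adjusted p = 0.00890), the cytokine Lif (-3.75 ± 0.17) and Bmp4 (-2.09 ± 0.33). The chemokine Cxcl12 had means of 13.10 and 13.99 (-0.89 ± 0.20, adjusted p = 0.104) and the adhesion molecule Vcam1 differed by -1.28 ± 0.42 (adjusted p = 0.207), while of the other probe sets of Vcam1 one was called lower (-2.24, adjusted p = 0.0279) and one was not (-1.39). The Notch ligands Jag1 (-0.20 ± 0.68) and Dll1 (0.64 ± 0.19) were not called, and Dlk1 (0.17 ± 0.18) and Fgf2 (-0.59 ± 0.13) were not above background on any array. Csf1, the macrophage growth factor that the mice from which OP9 was derived lack as a working protein, was not called, with means of 11.4 and 11.1 (0.28 ± 0.25), and its probe sets measure the transcript and not the protein. As a group the list had a mean difference of -0.094 and a median of -0.24 (camera adjusted p = 0.485, and adjusted p = 0.784 with an estimated correlation, over alternatives between 0.402 and 0.985). Within the batch of 3 arrays the mean was 0.064 with 5 genes higher and 5 lower. Without OP9M2 replicate 1, Cxcl12 (-1.13), Jag1 (-1.19) and Vcam1 (-1.86) were called lower, while within the batch of 3 arrays Jag1 differed by 0.80.

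**Figure D2:**
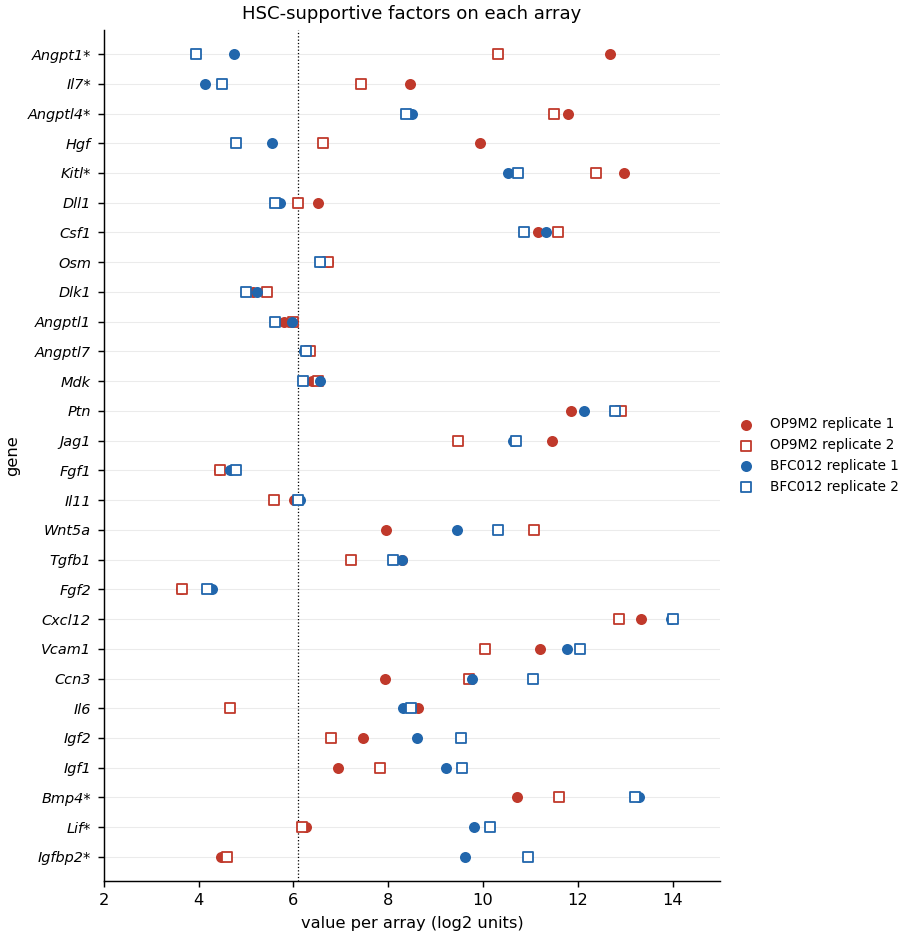
Value of each of the 28 measured HSC-supportive factors (rows, ordered by the difference between the lines) on each of the 4 arrays (horizontal axis, log2 units); red symbols are OP9M2 and blue symbols BFC012, filled circles replicate 1 and open squares replicate 2, the dotted line is the background level and an asterisk marks the 7 called genes. Angpt1 lies at 12.7 and 10.3 in OP9M2 and at 4.74 and 3.95 in BFC012, while Igfbp2 lies at 4.48 and 4.61 in OP9M2 and at 9.62 and 10.9 in BFC012.

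Mesenchymal stem cells are defined in part by their ability to form fat, bone and cartilage, and genes of these lineages were the main lists of the comparison. Of 23 measured adipocyte genes, 6 were higher in OP9M2, 2 were lower and 15 were not called (10 higher and 2 lower adjusted over the list alone). The adipogenic master regulator Pparg (4.46 ± 0.23, 22.1-fold, adjusted p = 0.00321), Fabp4, Lpl, Ebf1 (4.97 ± 0.63), Ebf3 (3.64) and the lipid droplet protein Plin2 (1.09) were higher, while Ebf2 (-4.46) and Cebpd (-3.02) were lower. The mean difference was 2.02 (camera adjusted p = 0.00200, higher, and adjusted p = 0.808 with an estimated correlation, over alternatives from 5.25e-08). Of 18 chondrocyte genes, Col2a1, the chondrogenic regulator Sox9 (3.11 ± 0.18, 8.62-fold, adjusted p = 0.00414) and its partner Sox5 (2.46 ± 0.17) were higher and 15 were not called (mean 0.77, median 0.12, camera adjusted p = 0.118, 3 higher adjusted over the list alone). Of 18 osteoblast genes, the homeobox gene Dlx5 was higher (3.98 ± 0.27, at least 5.63-fold) and 17 were not called (mean 0.71, median 0.14, camera adjusted p = 0.0926, 2 higher adjusted over the list alone). In the batch of 3 arrays the means were 2.80 for adipocyte genes with 15 higher and 2 lower, 0.76 for chondrocyte genes with 4 higher, and 0.66 for osteoblast genes with 4 higher. Without OP9M2 replicate 1 the adipocyte mean was 1.24, and without BFC012 replicate 2 the osteoblast list passed with a mean of 0.74 (camera adjusted p = 0.0426, over alternatives between 0.0426 and 0.641).

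Among markers used to sort mesenchymal stem cells, 19 were measured. Endoglin, Eng (-1.88 ± 0.20), and Mcam (-3.48 ± 0.33), an adhesion molecule of perivascular stroma, were lower in OP9M2 and 17 were not called (2 higher and 2 lower adjusted over the list alone; mean -0.19, camera adjusted p = 0.299). Within the batch of 3 arrays this mean was -0.033 with 3 genes higher and 3 lower, and without OP9M2 replicate 1 it was -0.35. Of 12 pericyte genes, the proteoglycan Cspg4 (3.39 ± 0.14) and Ebf1 were higher and Mcam was lower (mean 0.89, camera adjusted p = 0.101, 4 higher and 2 lower adjusted over the list alone). In the 3 arrays of that batch the pericyte list had a mean of 1.32 with 5 higher and 1 lower and passed (camera adjusted p = 0.0271, over alternatives between 0.0271 and 0.824), the only one of 15 alternatives to do so, and without OP9M2 replicate 1 its mean was 0.47. Of 16 smooth muscle and myofibroblast genes, the contractile genes Tagln (-4.10 ± 0.46), Mylk (-2.83 ± 0.18), Tpm1 (-1.58 ± 0.24) and Cnn1 (-1.41 ± 0.21) were lower in OP9M2 and 12 were not called (6 lower adjusted over the list alone). The mean of this list was -0.96 and -0.91 within the batch of 3 arrays (camera adjusted p = 0.00487, lower, and adjusted p = 0.721 with an estimated correlation, over alternatives from 0.000143, 12 of 15 under 0.05). Cnn1 was not called without OP9M2 replicate 1 (-1.41, adjusted p = 0.0546).

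Mesothelial genes, which mark the lining of body cavities and of the liver surface, were lower in OP9M2 as a group by camera with the preset correlation, but not with an estimated correlation. Of 12 measured, 6 were lower and 6 were not called, also adjusted over the list alone. Gpm6a (-8.28 ± 0.16, at least 36.2-fold), the transcription factor Bnc1 (-7.58 ± 0.30, at least 42.3-fold), the uroplakins Upk3b (-6.00 ± 0.24) and Upk1b (-4.39 ± 0.20), Lrrn4 (-4.36) and Wt1 (-3.77) made up the 6. The mean difference was -3.21 and -3.29 within the batch of 3 arrays, with 7 lower (camera adjusted p = 7.91e-07, lower, and adjusted p = 0.545 with an estimated correlation, over alternatives from 1.08e-07). Of 14 hepatic stellate cell genes, Tcf21 (-5.36 ± 0.40), Lhx2 (-4.35 ± 0.15) and Gata4 (-3.44 ± 0.13) were lower and Ecm1 (2.54 ± 0.27) was higher, the same counts as adjusted over the list alone (mean -0.53, median -0.0047, camera adjusted p = 0.469). Of 14 epithelial genes, Cdh1 (-4.56), Krt7 (-2.19) and Krt14 (-2.05) were lower (camera adjusted p = 0.161, 3 lower adjusted over the list alone), and of 16 endothelial genes Cd34 was lower (-6.34 ± 0.42; camera adjusted p = 0.498, 2 lower adjusted over the list alone). Of 17 macrophage genes the lipopolysaccharide receptor Cd14 was lower (-1.96; mean -0.089, median 0.034, camera adjusted p = 0.997, 1 lower adjusted over the list alone). Of 11 neural crest and glial genes, Erbb3 (-6.59), Mbp (-2.26) and Pax3 (-1.59) were lower (mean -0.78, median 0.057, camera adjusted p = 0.362, 1 higher and 3 lower adjusted over the list alone), but the mean of the 8 probe sets of Mbp differed by -0.51 and was not called. With limma 0 of 7 erythroid, 0 of 14 hepatocyte and 0 of 14 skeletal muscle genes were called, over all probe sets and adjusted over the list alone, with 0, 2 and 0 at an unadjusted p under 0.05. Their largest differences were in Tfrc (-0.82) and Klf1 (0.27), in Serpina1b (0.61) and Apoa2 (-0.46), and in Pax7 and Myh3 (both -0.36), with camera adjusted p of 0.830, 0.893 and 0.691. The erythroid list had a mean of -0.038, a median of 0.034 and a test pointing up.

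**Figure D3:**
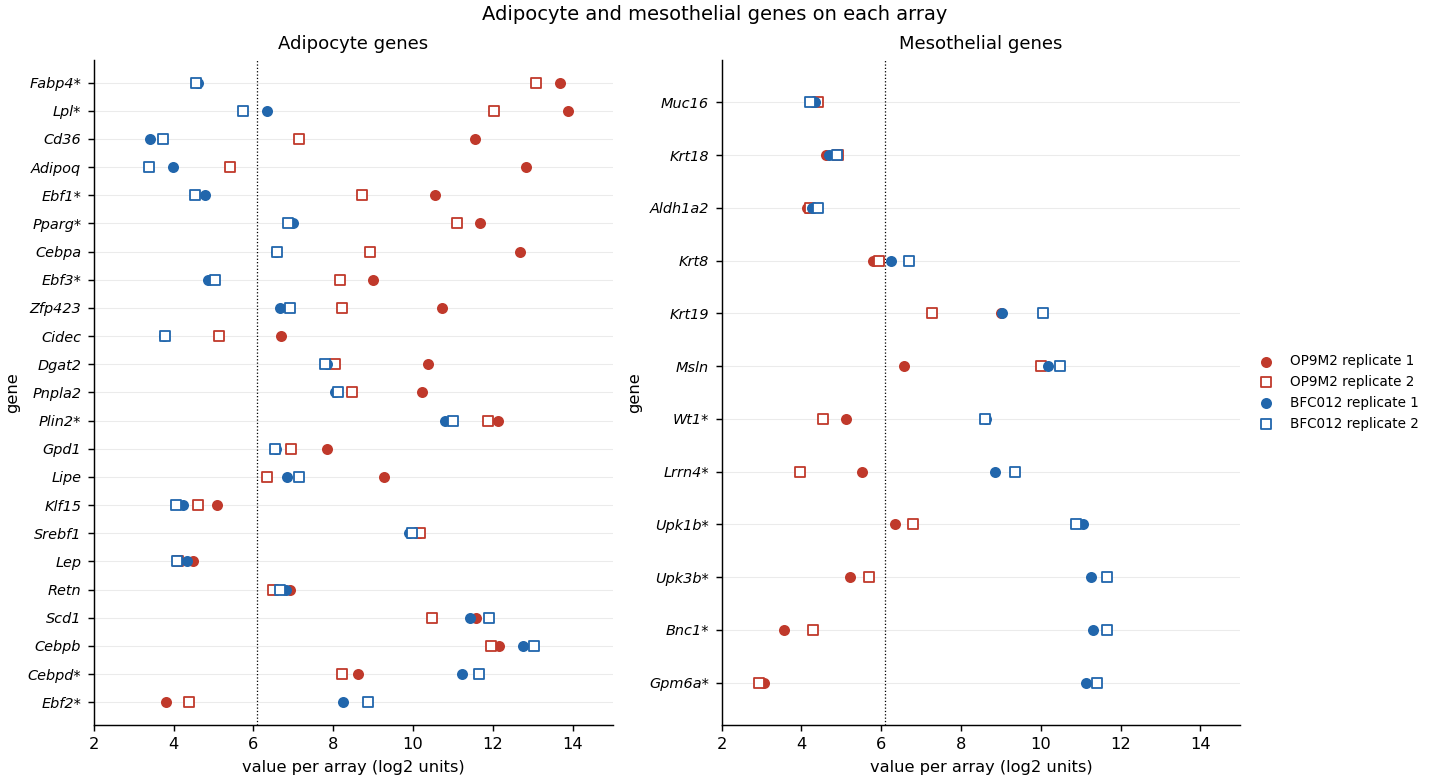
Value of each of the 23 measured adipocyte genes (left) and 12 measured mesothelial genes (right) on each of the 4 arrays (horizontal axes, log2 units), with genes ordered by the difference between the lines; colours, symbols, dotted line and asterisks as in the plot of supportive factors. The 6 called mesothelial genes lie higher on both BFC012 arrays than on both OP9M2 arrays, and many adipocyte genes lie higher on OP9M2 replicate 1 than on replicate 2, such as Lpl at 13.9 and 12.0.

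Of 43 fibrillar and basement membrane matrix genes, 4 were higher, 3 were lower and 36 were not called (7 higher and 6 lower adjusted over the list alone; mean 0.20, camera adjusted p = 0.60). Col1a2 and Col6a3, a chain of type VI collagen (6.69 ± 0.42, 103-fold), were higher, and the proteoglycan Dcn (-6.34 ± 0.35) and Thbs1, which encodes thrombospondin (-6.10 ± 0.46), were lower. Of 24 matrix proteases and inhibitors, 2 were higher and 4 lower (4 and 7 adjusted over the list alone; mean -0.37, median 0.047, camera adjusted p = 0.830). Mmp2 was higher, and the stromelysin Mmp3 (-6.73 ± 0.52, at least 38.4-fold), the collagenase Mmp13 (-5.16) and Adamts9 (-3.36) were lower. Of the other probe sets of Adamts9, that at -2.61 was called lower (limma adjusted p = 0.00543) and that at -0.23 was not called. Within the batch of 3 arrays the protease mean was -0.19 and the matrix mean 0.41, and without OP9M2 replicate 1 the matrix mean was -0.015. Of 36 cell adhesion molecules, 1 was higher and 8 were lower (4 and 10 adjusted over the list alone; mean -0.95, median -0.056, camera adjusted p = 0.118). The cadherin Cdh11 (-7.22 ± 0.28), Cd34, Cadm1 (-6.02) and the integrin chain Itgb8 (-5.79) were among those lower, and the cadherin Cdh13 was higher (2.91).

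In signalling pathways, Hes1, a target of Notch, was lower in OP9M2 (-3.21 ± 0.17) and the other 23 measured Notch pathway genes were not called (mean -0.23, median 0.030, camera adjusted p = 0.691, 2 lower adjusted over the list alone). Among single probe sets, one of Notch1 was called lower (-1.04, limma adjusted p = 0.0369) and one of Rbpj higher (1.51, adjusted p = 0.0125). The Notch mean was -0.037 within the batch of 3 arrays and -0.42 without OP9M2 replicate 1. Of 38 Wnt ligands, receptors, antagonists and targets, 6 were lower, among them Sfrp2, Ror1 (-4.27) and the ligand Rspo3 (-3.65), and Dkk3 was higher (5.98 ± 0.30, at least 44.0-fold; the same counts adjusted over the list alone). The mean of the Wnt list was -0.59 (camera adjusted p = 0.0501), and it passed without BFC012 replicate 1 (camera adjusted p = 0.0282, over alternatives between 0.0282 and 0.641, 3 of 15 under 0.05). Of 35 TGF-beta and BMP pathway genes, 2 were higher and 4 lower (3 and 5 adjusted over the list alone; mean -0.22, camera adjusted p = 0.336). The matrix protein Tgfbi was higher (5.84 ± 0.38), and the BMP antagonist Grem1 (-5.35 ± 0.15), Tgfb3 (-3.18) and Bmp4 were lower. The mean of that list was -0.073 within the batch of 3 arrays and -0.36 without OP9M2 replicate 1. Of 16 genes of the insulin-like growth factor system, Igfbp2 and Igfbp6 (-1.83) were lower and Igfbp7 was higher (2.86 ± 0.39, 4 lower and 1 higher adjusted over the list alone). Of the other probe sets of Igfbp7, that at 1.47 was called higher (limma adjusted p = 0.0441) and that at 0.043 was not called. This list had a mean of -0.70 (camera adjusted p = 0.0487, lower, and adjusted p = 0.641 with an estimated correlation, over alternatives from 0.0102, only 7 of 15 under 0.05) and did not pass within the batch of 3 arrays (mean -0.55, adjusted p = 0.215) or without BFC012 replicate 1 (mean -0.73, adjusted p = 0.0573). Of 32 chemokines and inflammatory genes, 3 were higher and 3 lower (4 and 4 adjusted over the list alone; mean -0.064, camera adjusted p = 0.997). Higher were the chemokines Ccl9 (6.60 ± 0.71) and Cxcl5 (4.26 ± 0.32) and the prostaglandin synthase Ptges (2.21), and lower were Il33, the acute phase gene Saa3 (-3.83) and Ptgs2 (-3.05).

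Lists of growth arrest and of the response to serum were lower in OP9M2 by camera with the preset correlation, but not with an estimated correlation, and most of their genes were not called. Of 28 p53 target genes, 4 were lower and 24 were not called (10 lower adjusted over the list alone), with Perp, Ddit4l (-2.44 ± 0.32), Eda2r (-1.73 ± 0.20) and Ei24 (-1.55 ± 0.15) lower. The mean was -1.12 and -1.06 within the batch of 3 arrays, with 7 lower (camera adjusted p = 8.73e-08, lower, and adjusted p = 0.545 with an estimated correlation, over alternatives from 3.19e-09). Of 9 senescence-associated inhibitors, Cdkn2a and its neighbour Cdkn2b, which encodes p15 (-5.01 ± 0.20, at least 16.1-fold), were lower and 7 were not called, also adjusted over the list alone (mean -1.76, median -0.50, within the batch of 3 arrays -1.72; camera adjusted p = 0.00200, lower, and adjusted p = 0.565 with an estimated correlation, over alternatives from 0.000643). Of 23 serum and YAP response genes, 5 were lower and 18 were not called (13 lower adjusted over the list alone), among them the stress transcription factor Atf3 (-2.78 ± 0.33), Ier3 (-2.55 ± 0.31), Crim1 (-1.72) and Amotl2 (-1.19). The mean was -1.30, and -1.25 within the batch of 3 arrays (camera adjusted p = 6.68e-06, lower, and adjusted p = 0.545 with an estimated correlation, over alternatives from 2.35e-07), and OP9M2 was grown with more serum than BFC012. With limma 0 of 38 cell cycle genes were called, also adjusted over the list alone, and 6 were lower at an unadjusted p under 0.05, but the list as a whole was lower (mean -0.49, camera adjusted p = 0.00239, and adjusted p = 0.887 with an estimated correlation, over alternatives from 4.65e-12, 12 of 15 under 0.05). Its members Kif23 (-1.41 ± 0.43) and Kif20a (-1.05 ± 0.32), motor proteins of cell division, had the largest differences. Within the batch of 3 arrays the cell cycle mean was -1.004 with 15 genes lower, and without OP9M2 replicate 1 it was 0.029. Without BFC012 replicate 1 the list did not pass (mean -0.33, adjusted p = 0.0636).

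Of 9 aryl hydrocarbon receptor pathway genes, Tiparp (2.19 ± 0.20) and the quinone reductase Nqo1 (1.97 ± 0.29) were higher in OP9M2 and 7 were not called, also adjusted over the list alone. The mean was 0.85 (camera adjusted p = 0.0145, higher, and adjusted p = 0.784 with an estimated correlation, over alternatives from 0.000528, 11 of 15 under 0.05) and 0.87 within the batch of 3 arrays, where the list did not pass (adjusted p = 0.0662). Without BFC012 replicate 1 it did not pass either (mean 0.59, adjusted p = 0.0941). Of 24 hypoxia response genes, 4 were higher and 2 lower (5 and 5 adjusted over the list alone; mean 0.060, camera adjusted p = 0.60), with Adm (4.82 ± 0.21) and Bnip3 (2.48 ± 0.29) higher and Car12 (-4.25 ± 0.22) and Pfkfb3 (-1.78) lower, although the other probe set of Pfkfb3 differed by 0.17. Of 17 cholesterol synthesis genes Fdps was called higher (1.01 ± 0.13), also adjusted over the list alone, and was under the 2-fold limit within the batch of 3 arrays (0.98; list mean 0.16, and 0.34 in that batch, median -0.0039, camera adjusted p = 0.727). Of 29 interferon response genes, Gbp2 (2.73 ± 0.14, at least 1.81-fold) and Oas1a (1.48 ± 0.22) were higher and Ifit2 (-1.14 ± 0.14) was lower, also adjusted over the list alone (mean 0.43, camera adjusted p = 0.161). With the batch of 3 arrays the interferon list had a mean of 0.91 with 14 genes higher and 1 lower and passed (camera adjusted p = 6.70e-05, over alternatives up to 0.887), and without OP9M2 replicate 1 its mean was -0.043. Of 11 MHC class I genes, H2-D1 (-2.98 ± 0.18) and H2-K1 (-2.78 ± 0.20) were lower and 9 were not called (3 lower adjusted over the list alone; mean -0.51, camera adjusted p = 0.299), and the list mean was -0.021 within the batch of 3 arrays, with 2 higher and 2 lower, while the list passed without OP9M2 replicate 1 (mean -0.997, camera adjusted p = 0.0102, over alternatives up to 0.887). Among the other probe sets of H2-K1, that at -1.81 was called lower (limma adjusted p = 0.0256). Those at -0.22 and 0.091 were not called, the latter with means below background in both lines. Probe sets of the variable H2-D1 gene went both ways, with differences between -2.98 and 6.31, so its direction is not settled.

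Of 33 Hox genes, which record position along the body axis, 11 were lower in OP9M2 and 22 were not called, also adjusted over the list alone. Hoxa9 (-5.13 ± 0.25, at least 23.5-fold), Hoxb9 (-4.38 ± 0.16), Hoxa11 (-3.35 ± 0.24) and Hoxb6 (-3.30 ± 0.14) had the largest differences as measured. Another probe set of Hoxa9, with means of 6.90 in OP9M2 and 8.40 in BFC012, was called lower by less (-1.50, limma adjusted p = 0.0184). For Hoxa9, Hoxb9, Hoxa11 and Hoxb6 the probe sets used were below background in OP9M2, unlike that of Hoxa10 (-3.28). The order of these genes against Hoxa10 is therefore not settled. The mean was -0.94, the median -0.045 and the mean within the batch of 3 arrays -0.88 (camera adjusted p = 0.00185, lower, and adjusted p = 0.545 with an estimated correlation, over alternatives from 0.000118). Of 53 other positional transcription factors, 7 were higher and 11 lower (9 and 12 adjusted over the list alone; mean -0.28, median 0.036, camera adjusted p = 0.473). The forkhead gene Foxc2 (5.40 ± 0.13) and Irx3 (5.01 ± 0.32) were higher, and Tbx20 (-7.11 ± 0.21) and Tcf21 were lower. Of 23 imprinted growth genes, 6 were lower and 1 was higher (8 and 1 adjusted over the list alone), with Grb10 (-6.72 ± 0.14), Dcn, Peg3 (-5.26 ± 0.14) and Gatm (-4.72) lower and Sgce higher (3.58). The imprinted mean was -1.14 with a median of -0.18 (camera adjusted p = 0.0245, lower, and adjusted p = 0.641 with an estimated correlation, over alternatives from 0.00906, 10 of 15 under 0.05), and the list did not pass within the batch of 3 arrays (mean -1.01, adjusted p = 0.0864) or without OP9M2 replicate 1 (mean -1.28, adjusted p = 0.0599). With limma 0 of 6 sex-linked, 0 of 32 ribosomal protein and 0 of 11 reference genes were called, also adjusted over the list alone, with 0, 1 and 3 at an unadjusted p under 0.05. Kdm5d (-0.28) and Tsix (-0.15) led the first, Rpl14 (-0.73) and Rps27 (-0.51) the second, and Tfrc (-0.82) and Gusb (-0.76) the third, with camera adjusted p of 0.727, 0.727 and 0.469. None of the 6 sex-linked genes was above background in either line, so their list cannot show whether the lines match in sex. Gusb was called lower without OP9M2 replicate 1 (-1.03). The mean of the reference genes was -0.16, -0.25 within the batch of 3 arrays and -0.076 without OP9M2 replicate 1.

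In all, camera called 11 of the 39 lists, 9 of them lower in OP9M2, and with an estimated correlation 0 of the 39. With 2 residual degrees of freedom the latter test called no list, so it cannot decide for or against any of them. Among the 11 lists the estimated correlation was below the preset 0.01 for serum and YAP response genes (-0.042) and Hox genes (-0.024). These were not called with it either. For each of the 11 lists the p with an estimated correlation was the highest among the 15 alternatives. The lists of adipocyte, mesothelial, p53 target, senescence, serum response and Hox genes passed in the 14 others.

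**Figure D4:**
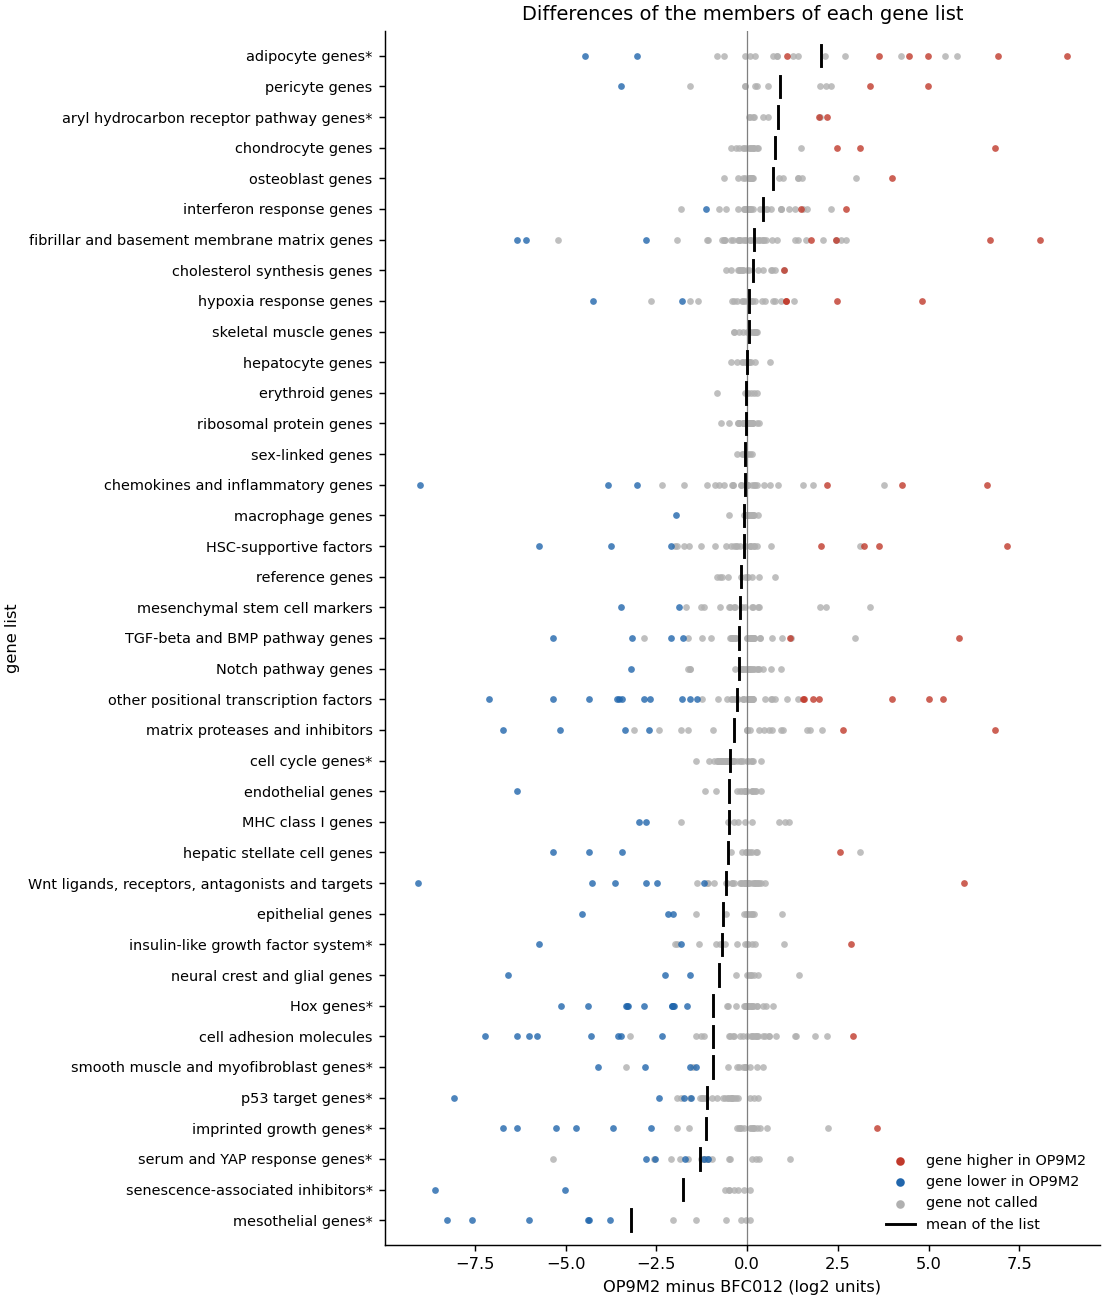
Difference between OP9M2 and BFC012 (horizontal axis, log2 units) of each of the 847 measured list entries, 1 line per gene list, with genes called higher in red, lower in blue and not called in grey, the black bar at the mean of the list and an asterisk on the 11 lists called by camera with the preset correlation. The mean lies furthest up for adipocyte genes (2.02) and furthest down for mesothelial genes (-3.21).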

Values the study reported

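The study reported that co-culture on OP9M2 gave a total expansion of clonogenic progenitors within the CD34+CD38-CD90+ fraction of 110-fold over 2 weeks and of 4900-fold over 5 weeks, starting from human fetal liver cells.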

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

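The poly-A controls of OP9M2 replicate 2 and the difference between the OP9M2 arrays were met while the data were being read, and all 3 tests of this part were chosen after the result was seen. The labels name no batch, and the control transcripts, which take no part in the comparison, were flagged because 18 of 24 probe sets were above background on OP9M2 replicate 1, 13 on BFC012 replicate 1 and 12 on BFC012 replicate 2, but 0 on OP9M2 replicate 2, where 18S ribosomal RNA was also highest (14.19, against 12.69, 12.71 and 13.16). A sample of BFC012 under the wrong name is argued against, since OP9M2 replicate 2 had a higher r with OP9M2 replicate 1 than with either BFC012 array, by 0.026. Another round of labelling, with no poly-A controls added, may have set this array apart, but with a control mean of 4.003 on this array alone no second array of that round exists against which to test it. A more adipocyte-like culture behind OP9M2 replicate 1 may also have contributed: the median of the adipocyte genes was 0.89 higher on replicate 1 than on replicate 2, at percentile 100 of 10000 random lists matched on mean level, but interferon, MHC class I, matrix and protease genes reached the same percentile and cell cycle genes percentile 0, so the test does not single out adipocyte genes, and it was found and tested on the same arrays (n = 1 each).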

How the results depend on the processing

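The number of calls depended on which arrays gave the estimate of spread, while the directions of most called results did not. Log2 of the deposited values, array weights and the crossed block were chosen after seeing the data, and the others were fixed before. Leaving out 1 array gave between 0 and 2181 probe sets higher in OP9M2 and between 0 and 2256 lower, against 810 and 1198, and between 0 and 1177 genes higher and between 0 and 1139 lower, against 429 and 647. Without OP9M2 replicate 1 there were 1451 probe sets higher, 688 genes higher and 984 genes lower. The array left alone in a line is assumed in these fits to vary like the pair of the other line. The counts thus depend on which pair gives the spread, and the BFC012 arrays are closer to each other than the OP9M2 arrays. Raising values under background to it gave 46 probe sets higher and 134 lower (26 and 96 genes), and 78 of the 123 named genes lost their call. The prior degrees of freedom were 0.291 there, against 2.50 in the main fit. In the main fit the lower line was not above background in 432 of the 1076 called genes. The lost calls thus cannot be put down to values below background alone. Treat against 1.5-fold left 430 probe sets higher and 667 lower (232 and 394 genes). With the replicate number as a block 245 probe sets were higher and 462 lower (140 and 280 genes), with 1 residual degree of freedom fewer. In that fit 31 of the 123 named genes lost their call. The replicate differences of the lines had r = -0.103 across probe sets, so the numbers do not pair the samples. A crossed block called 585 probe sets higher and 792 lower. The adipocyte mean lay between 1.24 and 2.80 with 1 array left out, the list was not called with an estimated correlation (mean 2.02, adjusted p = 0.808), and the osteoblast mean lay between 0.66 and 0.76, with a call only without BFC012 replicate 2 (mean 0.74, adjusted p = 0.0426). With 1 array left out the chondrocyte mean lay between 0.76 and 0.78. That of the mesenchymal stem cell markers lay between -0.35 and -0.033 and that of the HSC-supportive factors between -0.25 and 0.064. Over all 15 alternatives, some of which change the scale or the probe sets, the chondrocyte mean lay between 0.65 and 1.93. The osteoblast mean then lay between 0.53 and 1.03. Among called results the direction turned for cell cycle genes without OP9M2 replicate 1 (0.029, and -1.004 without OP9M2 replicate 2) and for H2-D1 with the mean of its probe sets (0.024). Of the lists not called, the mean changed sign with 1 array left out for HSC-supportive factors, interferon (-0.043), matrix (-0.015), chemokine (0.091), hypoxia (-0.017), cholesterol (-0.019), erythroid (0.030) and hepatocyte genes (0.032). The cause of these changes was not tested.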

Other observations

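The arrays of OP9M2 differed from each other in sets of genes that go together (n = 1 each, no test). Adipocyte genes were higher on replicate 1 in 21 of 23 cases, such as the adipokine Adipoq at 12.84 and 5.41 and the fatty acid transporter Cd36 at 11.56 and 7.13, while BFC012 lay below background for both. Interferon response genes had a median 1.04 higher on replicate 1, with 26 of 29 genes higher. Cell cycle genes had a median difference of -1.003 between replicates 1 and 2, with 1 of 38 genes higher on replicate 1. Their mean was 9.84 on replicate 1 and 10.88 on replicate 2, against 11.002 and 10.69 on the BFC012 arrays.

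Mycn, a growth regulator of the Myc family chosen after its value was seen, was lower in OP9M2 (-6.24 ± 0.14), with means of 7.39 and 13.63, while of its neighbours Ddx1 was not called (-0.62 ± 0.13) and Lratd1, with means below background in both lines, was lower (-2.13 ± 0.31). No chromosome passed camera with an estimated correlation, the smallest adjusted p being 0.113 over genes above background and 0.0893 over all genes. Since that test also called 0 of the 39 gene lists, its negative result says little about the chromosomes.

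Cdkn2a and Cdkn2b, neighbours on chromosome 4, were both below background in OP9M2, and both tests of this part were fixed before their results were seen. Loss of the whole segment is argued against by Mtap, which lies next to Cdkn2a and was above background by at least 7.13 log2 units on both OP9M2 arrays and called higher there (1.09 ± 0.13). A smaller deletion that spares Mtap might remain, as might silencing of the locus, and a test of genomic DNA across it would separate these. Failure of single probe sets could not be examined, because each gene has 1 probe set and the smaller fall of -5.01 rests on 1 of them.

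Of 12 mesothelial genes 6 were higher in BFC012, a list called with the preset but not with an estimated correlation, and of the 3 tests here the one on a mesothelial-like program was chosen after the result was seen. The labelling of OP9M2 replicate 2 is argued against, since with replicate 1 alone the median was -3.53. Hepatocyte RNA carried over from fetal liver is argued against by Alb (5.59) and Afp (5.61), abundant transcripts of hepatocytes that were below background in BFC012. Another Afp probe set was also below background and was called higher there (-2.25). Red cell RNA is argued against by Hba-a1 (4.14) and Alas2 (4.78), which were below background in BFC012. However, 2 of 7 genes of hepatocytes and red cells were above background, where at most 1 had been set as the limit beforehand, so this reading also rests on values seen later. Not every gene of the list was low on both OP9M2 arrays. Msln, which was not among the 6, lay at 6.56 and 10.00 in OP9M2 replicates 1 and 2. In BFC012 it lay at 10.19 and 10.48, close to OP9M2 replicate 2. A mesothelial-like program of BFC012 may account for the pattern and remains open. The camera test with an estimated correlation (adjusted p = 0.545) cannot decide it, because with 2 residual degrees of freedom that test called 0 of the 39 lists. Staining of both lines for Wt1 and Upk3b proteins would test such a program.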
